# Comprehensive analysis of gene expressions in ileal mucosa of chickens fed paddy rice and their IgA response to oral vaccination

**DOI:** 10.1016/j.psj.2025.104823

**Published:** 2025-01-15

**Authors:** M. Yamamoto, A. Ueno, H. Watanabe, M. Okamoto, K. Furukawa, A. Murai

**Keywords:** Paddy rice, IgA, Oral vaccination, Short-chain fatty acid, Chicken

## Abstract

Paddy rice ingestion increases intestinal mucin secretion and production by enhancing *MUC2* gene expression and epithelial turnover. In this study, we performed a comprehensive analysis of intestinal gene expression in chickens fed paddy rice and investigated whether the intestinal IgA response was modified by paddy rice ingestion. Furthermore, we investigated the possible involvement of gut fermentation. Layer male chicks were divided into two groups according to diet i.e., corn or paddy rice at 650 g/kg diet, which were given for 14 consecutive days at 7 d of age. The ileal gene expression levels in both groups were compared using DNA microarray analysis. A total of 120 genes were upregulated >1.5-fold in the paddy rice group, whereas 159 genes were downregulated <1.5-fold. Remarkably, the gene expression levels of immunoglobulin heavy chain α (*IGHA*), immunoglobulin J chain (*IGJ*), and immunoglobulin light chain λ chain region (*IGLL1*), which constitute immunoglobulin A, decreased 3–10 times in the paddy rice group. Infectious bursal disease virus (IBDV) vaccine were orally administered to chickens fed corn or paddy rice to examine the intestinal immune response. Paddy rice ingestion diminished both the total IgA concentration and IBDV-specific IgA in the bile. Cecal total short-chain fatty acid and butyric acid concentrations decreased by 30 % in the paddy rice group compared to those in the corn group. In conclusion, feeding paddy rice to chickens decreased intestinal IgA production, which was partly attributable to the low fermentability of paddy rice in the intestinal tract.

## Introduction

Whole-grain and ground paddy rice are valuable grain sources in poultry diets (Nanto et al., 2012; Sittiya et al., 2014, 2016). Paddy rice mainly consists of the three components, husk, bran and endosperm. The primary component of the endosperm is carbohydrates, particularly starch (Yin et al., 2023). The rice bran includes various nutrients, including proteins, lipids, vitamins, minerals and fibers, and it is a notable source of vitamin E, including tocopherols and tocotrienols (Kodape et al., 2025). The γ-oryzanol, ferulic acid with anti-oxidative and anti-inflammatory properties, is also rich in the rice bran (Kodape et al., 2025). Rice hull is a complex lignocellulosic material rich in water-insoluble dietary fiber (IDF); they consist of lignin 15.4 %, cellulose 35.6 %, hemicellulose 12.0 % and ash rich in hydrated silica 18.7 % by wet weight (Friedman, 2013). The hull is 20–30 % of the whole rice grain; hence, ingestion of paddy rice could broadly affect gastrointestinal physiology, mainly through bulk forming capacity of IDF in gut contents. On the other hand, the rice hull is not easily fermented and has little nutritional value.

Our previous study indicated that paddy rice ingestion stimulated small intestinal mucin secretion and production (jejunum < ileum) in chickens more significantly than corn, brown rice, or polished rice ingestion because of its IDF-bulk-forming properties (Murai et al., 2018). MUC2 is the major secretory mucin in the intestine and forms a protective gel mucosal barrier that prevents potential pathogens and antigens from accessing the underlying epithelium (McGuckin et al., 2011). In support of this, ingestion of paddy rice protected “leaky gut” experimentally-induced by dextran sodium sulfate, whereas ingestion of corn did not (Murai et al., 2018). It has also been reported that the administration of rice hull-IDF attenuates colitis inflammation by enhancing mucin secretion and intestinal tight connectivity in mice (Tian et al., 2022). These results suggest that paddy rice ingestion can enhance intestinal barrier function through mucosal barrier development. On the other hand, feeding paddy rice to chicks suppressed the growth of *Campylobacter* in the gastrointestinal tract of broiler chicks by promoting the grinding activity of the gizzard (Nishii et al., 2016). Thus, paddy rice ingestion can also enhance intestinal barrier function by increasing gastrointestinal motility.

The increased gut viscosity caused by IDF causes the retention of bulkier and more viscous digesta along the small intestinal tract, leading to increased intraluminal pressure. Increased intraluminal pressure and stretching force affect epithelial cell turnover or the differentiation of epithelial stem cells, leading to increased numbers of goblet cells (Ito et al., 2009; Murai et al., 2018). Data regarding the effect of IDF on nutrient digestibility in chickens are limited; however, dietary IDF affects the digestibility of nutrients, either beneficially or detrimentally, depending on the dietary content (Röhe and Zentek, 2021). In addition, dietary IDF affects the bacterial metabolite profiles owing to its low fermentability. Relatively high concentrations (10 %) of dietary IDF did not affect cecal microbial composition but reduced the cecal concentration of short-chain fatty acids (SCFAs) and ammonia in broilers (Röhe et al., 2020a) and hens (Röhe et al., 2020b). Thus, paddy rice ingestion potentially affects gastrointestinal physiology and function, including digestion/absorption of nutrients and gut barrier functions, such as mucosal immunity.

We conducted a comprehensive analysis of gene expression in the small intestine using a DNA microarray to obtain insights into the physiological modifications in the small intestine of chickens fed paddy rice. We also investigated whether the intestinal IgA response was modified by paddy rice ingestion and further examined contribution of intestinal fermentation products to the IgA response.

## Materials and methods

### Animals

Fertilized eggs from commercial White Leghorn chickens were purchased from a local supplier (Julia Light, Japan Layer, Gifu, Japan). The fertilized eggs were incubated at 37 °C with a relative humidity of 58 %–68 %, turned once per hour until 18 d of incubation, and then moved to a wire-bottom hatching box. After allowing 24 h for hatching, male chicks were moved to stainless-steel cages and housed. The birds were provided with free access to water and a semi-purified diet based on isolated soybean protein extract and corn starch (Murai et al., 2018). The photoperiod was set at 16 L:8 D with lights on at 08:00 beginning at 3 d of age. Room temperature was controlled at 32 °C at 0–3 d of age, 30 °C at 3–7 d of age, 28 °C at 7–14 d of age, 26 °C at 14–21 d of age, 24 ± 2 °C after 21 d of age. The total number of experimental animals used were 50 birds (18, 16 and 16 birds in Experiment 1, 2 and 3, respectively). Animal care complied with the applicable guidelines of the Nagoya University Policy on Animal Care and Use (approval no. 2016022608, 2017030222).

Corn and paddy rice (Momiroman strain, cultivated in Japan) were analyzed according to AOAC 2006 for dry matter (DM, 934.01), crude protein (CP, 984.13, using Kjeldahl), crude fat (920.39, using ether extraction), crude fiber (978.10), and ash (942.05). The values for corn were 85.6 % DM, 6.94 % CP, 3.22 % crude fat, 1.84 % crude fiber, 1.07 % crude ash, and 72.53 % nitrogen-free extract (NFE), while that for paddy rice were 83.84 % DM, 6.48 % CP, 1.46 % crude fat, 5.81 % crude fiber, 2.75 % crude ash, and 67.34 % NFE.

### Experimental design

***Experiment 1.*** The 1-wk-old chickens were allocated into two groups (nine birds each) based on body weight (BW) to obtain a similar mean BW (60–75 g at 1 wk of age) across all groups, and each bird was caged individually. Birds were allowed free access to experimental diets containing corn or paddy rice 650 g/kg for 2 wk (Table 1). The experimental diets were formulated to meet or exceed the nutrient requirements of chickens (National Research Council, 1994), but the differences in CP and ME values among the diets were not unified. Corn and paddy rice were ground into particles <3 mm in diameter. The birds were euthanized using decapitation at 3 wk of age. The small intestine was excised, and the luminal contents were removed by flushing with PBS. Segments (50–70 mg) of the jejunum (above the Meckel's diverticulum) and ileum (adjacent to the tip of the cecum) were excised for DNA microarray and real-time gene expression analyses. These tissues were rapidly frozen in liquid nitrogen and stored at −80 °C.

**Table 1:** Composition (g/kg) of experimental diets.

Ingredients	Corn	Paddy rice
Corn	650	-
Paddy rice	-	650
Soybean protein extract	210.7	210.7
Vitamin mixture^1^	10	10
Mineral mixture^2^	58.3	58.3
Choline chloride	2	2
Soybean oil	60	60
DL-Methionine	6	6
L-Lysine	1	1
L-Threonine	1	1
L-Tryptophan	1	1
Total	1000	1000
**Calculated composition**		
Crude protein (%)	24.3	22.8
ME (kcal/kg)	3489	3090

1 Vitamin mixture provided the following (per kg of diet): nicotinic acid, 30 mg; pantothenate, 15 mg; pyridoxine, 6 mg; thiamin, 5 mg; riboflavin, 6 mg; folic acid, 2 mg; vitamin K, 750 μg; d-biotin, 200 μg; vitamin B_12_, 25 μg; vitamin A, 4000 IU; vitamin D_3_, 1000 IU; vitamin E, 75 IU.

2 Mineral mixture provided the following (per kg of diet): CaHPO_4_•2H_2_O, 20.7 g; KH_2_PO_4_, 10 g; CaCO_3_, 14.8 g; KCl, 3 g; NaCl, 6 g; MgSO_4_, 3 g; FeSO_4_•7H_2_O, 0.5 g; MnSO_4_•5H_2_O, 0.35 g; KI, 2.6 mg; CuSO_4_•5H_2_O, 40 mg; ZnO, 62 mg; Na_2_MoO_4_•2H_2_O, 8.3 mg; NaSeO_3_, 0.4 mg; CoCl_2_•6H_2_O, 1.7 mg. These amounts of vitamins and minerals satisfy the nutrient requirements of chickens.

***Experiment 2.*** The 1-wk-old chickens were allocated to two groups (eight birds each), and each bird was caged individually. The same dietary treatment as in Experiment 1 was applied to birds until 11 wk of age to eliminate maternally derived anti-infectious bursal disease virus (IBDV) antibodies. Food and water were withdrawn overnight for oral vaccination at 9 wk (61 d) of age. All birds were orally intubated with 1 mL of live IBD vaccine solution (Nobilis Gumboro D78.1000; MSD Animal Health, Japan) in the following morning, followed by the administration of 50 mL of a 10-fold diluted vaccine solution. Food was withdrawn overnight at 11 wk (75 d) of age. Blood samples were collected from the wing vein, and the birds were euthanized using decapitation. Bile was collected after laparotomy and stored at −30 °C.

***Experiment 3.*** The 1-wk-old chickens were allocated to two groups (eight birds each), and each bird was caged individually. The same dietary treatments as those used in Experiments 1 and 2 were applied for 10 wk (Table 1) and the birds were euthanized by decapitation. Cecal contents were collected to measure the SCFA concentration.

### Comprehensive gene expression analysis by DNA microarray

Total RNA was extracted from the ileum using the TRI reagent (Molecular Research Center, Cincinnati, OH, USA). The total RNA from 3 birds per treatment was pooled for each chip, and the mixed RNA (100 µg) was cleaned up and purified using an RNeasy Mini Kit. GeneChip Chicken Genome Array (Affymetrix) was used for comprehensive gene expression analysis of the purified RNA. Raw data were normalized using the MAS5 algorithm in Affymetrix GeneChip Operating Software ver. 1.4. The microarray data have been deposited in the NCBI Gene Expression Omnibus (GSE277733). Gene expression levels that increased more or decreased less than 1.5-fold in the paddy rice group compared to that in the corn group (control) were extracted as differentially expressed genes between the two groups.

### Gene expression analysis using real-time PCR

Total RNA was isolated from the ileum and jejunum and treated with DNase using the Turbo DNA-free kit (Ambion, Thermo Fisher Scientific, Waltham, MA, USA). First-strand cDNA was synthesized from the total RNA using a high-capacity cDNA Reverse Transcription Kit (Applied Biosystems). Gene expression was quantified using real-time PCR and SYBR Green (Toyobo, Osaka, Japan) according to the manufacturer's instructions. Each 15 μL qPCR mixture comprised 7.5 μL SYBR Green Master Mix, 0.45 μL each of primer (300 nM final), 1 μL of synthesized cDNA or its diluted solution (1–100-fold), and 5.6 μL PCR-grade water. The cycling parameters were initial denaturation at 95 °C for 2 min, followed by 40 cycles of denaturation at 95 °C for 15 s and primer annealing at 60 °C for 60 s, with a final cycle of 95 °C for 15 s, 60 °C for 30 s, and 95 °C for 15 s for analysis of the primer-dissociation curve. The expression data were normalized to endogenous 18S rRNA expression levels. Specific primer pairs were designed by Primer Express Software version 3.0 (Applied Biosystems) based on the analyzed sequence data or NCBI GenBank data (Table 2).

**Table 2:** Primer sequences, corresponding accession numbers, and amplification sizes.

Gene	Accession no.	Primer sequence 5′→3′	Product size (bp)
18SrRNA	AF173612	F: TCCCCTCCCGTTACTTGGAT	60
		R: GCGCTCGTCGGCATGTA	
MUC2	XM_421035	F: TTCATGATGCCTGCTCTTGTG	93
		R: CTGAGCCTTGGTACATTCTTGT	
CUBN	XM_001235155.4	F:AAGGGACGAATTGTCACAGTGA	61
		R:TGCAGTCCCCTGGGTCAT	
CYP4B1	XM_004936774.2	F:CAGCACACAGGCATTCACATG	60
		R:CAATGCAGTTCCTGGATCCA	
APOA4	XM_204938.1	F:CACTGTGCTCTGGAGGTACTTCA	99
		R:AGGGTGTTGAGCTGCTTGGT	
GAL10	NM_001001609.1	F:AGGCTTTCACTGGGCCATT	58
		R:AGCTCCTCAAGGCAGTGGAA	
IGHA	S40610	F:TGCGCCAAAGGTGCTAGTG	73
		R:GGCCCCATGCGTCGAT	
IGJ	NM_204263.1	F:TGCGTAACGGTGACCTCAAA	62
		R:TCCAGGACTTCTTCCTCAGGATT	
IGLL1	NM_001278545.1	F:GGTGTGCCTGATAAACGACTTCT	60
		R:CCATCGATCACCCAATCCA	
CALB1	NM_205513.1	F:AGCCTTGGTCTTGGCATGTT	60
		R:TTTTTGTGCCTTTCTTCAGCAA	
SLC16A1	NM_001006323.1	F:AGCAGCATCCTGGTGAACAAG	59
		R:AGGCACCCACCCACGAT	
SLC5A8	NM_416173.5	F:CCCAATCCGTTGCAAAGG	60
		R:CCATGTGAAGGTCCCACCTATAA	

### ELISA assay for immunoglobulin levels

IgG and IgA concentrations in the serum and bile were measured using a Chicken IgG and IgA ELISA Quantitation Kit (Bethyl Laboratories, Montgomery, TX, USA), according to the manufacturer's instructions. A 10,000-fold dilution of serum and a 5,000-fold dilution of bile were used to measure the IgG concentrations. Serum was diluted 4,000-fold, and bile was diluted 5,000-fold or 10,000-fold to measure IgA concentrations.

### Determination of IBDV-specific antibody titer by ELISA

The IBDV-specific antibody titer was measured using an IBD ELISA kit (IDEXX Laboratories, Westbrook, Maine, USA) according to the manufacturer's instructions. Serum and bile were diluted 500-fold and 50-fold, respectively, using a serum dilution buffer to measure the IgG titer. After the reaction, absorbance was measured at 650 nm. Serum and bile were diluted 50-fold to measure the IgA titer. HRP-conjugated IgA detection antibody (goat anti-Chicken IgA HRP conjugated, Bethy Laboratories) at a 5,000-fold dilution was used for detection.

### Measurement of SCFA concentrations in cecal contents

SCFA concentrations in the cecal contents were measured by the Institute of Nutrition and Pathology, Inc. (Kyoto, Japan). SCFA concentrations were measured using ion-exclusion HPLC, as described by Tsukahara et al. (2014), with a slight modification. Briefly, three cecal samples (0.3 g each) were randomly selected from the two groups and mixed with 0.6 mL of distilled water. Diluents were mixed with 90 μL 12 % perchloric acid (v/v). After centrifugation (15,000 × g at 4 °C for 10 min), the supernatants were filtered through a 0.45 μm cellulose acetate membrane filter (Cosmonice Filter W, Nakalai Tesque, Kyoto, Japan) and degassed under vacuum. The supernatants (5 μL) were injected into an SIL-10 autoinjector (Shimadzu, Kyoto, Japan). SCFA were separated using two serial organic acid columns (7.8 mm x 30 cm x 2 sets, Waters, Tokyo, Japan) at 45 °C with isocratic elution (0.8 mL/min) of 5 mmol/L ρ-toluene sulfonic acid aqueous solution using a solvent delivery pump (LC-10ADvp; Shimadzu). SCFA were detected with an electronic conductivity detector (Waters 431; Waters) after post-column dissociation (0.8 mL/min) with 5 mmol/L ρ-toluene sulfonic acid, 20 mmol/L bis-Tris and 100 μmol/L EDTA using a solvent delivery pump (LC-10ADvp; Shimadzu). The SCFAs were quantified using a system controller (CBM-20A; Shimadzu).

### Statistical analysis

In Experiments 1 and 2, the data were analyzed using Student's *t*-test, and in Experiment 3, the data were analyzed using the Steel–Dwass test. Statistical analysis was performed with the Excel-statistics 2010 for Windows (Social Survey Research Information, Tokyo, Japan).

## Results

### Experiment 1: microarray analysis for screening of the differentially expressed genes

There were no significant differences in final body weight and feed intake between the control group and the paddy rice group. Ileal *MUC2* gene expression (10 birds in each group) was measured using real-time PCR to select RNA samples for DNA microarray analysis. Three samples with the averaged ileal *MUC2* gene expression values were selected (1.00 ± 0.048 in the control vs. 1.56 ± 0.11 in the paddy rice, *P* < 0.01). Three selected samples were screened for differentially expressed genes. 

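Ileal RNA of 3 birds on the corn diet was pooled for 1 array, and ileal RNA of 3 birds on the paddy rice diet was pooled for a second array. The authors chose birds whose ileal MUC2 level by real-time PCR was near the average of their group. The birds came from groups of 9 according to the methods, and ate diets with 650 g/kg of either grain for 14 d, from 7 to 21 d of age, and according to the methods the diets were not matched in crude protein and metabolizable energy. The GeneChip Chicken Genome Array reads each transcript with 1 or more probe sets, which are groups of short DNA probes. The authors condensed the probes to 1 signal per probe set with the MAS5 algorithm and scaled each array, and the deposited values are these linear signals for all probe sets, without detection calls and without a filter on low signals. The mean signal after trimming 2% at each end was 500.1 on both arrays. RNA quality was alike on the arrays: the signal at the 3' end of ACTB (beta-actin) over that at its 5' end was 1.51 on corn and 1.52 on paddy rice, and for GAPDH it was 1.22 and 1.18. The 27 hybridisation spike-in probe sets, which report RNA added at the hybridisation step, had ratios of paddy rice over corn between 0.911 and 1.04. The 36 poly-A spike-in probe sets, which report RNA added before labelling, had ratios between 0.757 and 1.44. All ratios are signals on paddy rice divided by signals on corn over the 37693 chicken probe sets, with no further scaling, and a gene with several probe sets takes the value of its brightest one. With 1 array per diet there is no replicate error, no test and no p-value, so each ratio compares a pair of pools, and the number of arrays limits its precision. Between probe sets of the same gene, log2 ratios had an SD of 0.16 at or above the 75th percentile of signal (1661 genes with several such probe sets) and 0.27 at or above the median signal (4020 genes).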

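In the ileum of birds fed paddy rice, the 12 highest ratios over corn among well measured genes included those of OSGIN1, DDX60, FGFBP1 and ABCB1. OSGIN1, which is induced by oxidative stress, had a signal of 3082 on corn and 6518 on paddy rice, a ratio of 2.11, and its 3 probe sets lay between 1.89 and 2.78. The interferon-induced helicase gene DDX60 had a ratio of 2.07 and the interferon-induced IFIT5 a ratio of 1.68. ABCB1, which encodes the efflux pump P-glycoprotein, went from a signal of 4751 to 9179, a ratio of 1.93. Of the genes of sterol metabolism, INSIG1 had a ratio of 1.77 and SQLE (squalene epoxidase) a ratio of 1.68. FGFBP1, which encodes a carrier of fibroblast growth factors, had a ratio of 2.04. The others were WWOX with a ratio of 1.92, the secreted lectin gene REG4 with 1.91, the small heat shock protein gene HSPB9 with 1.91, IRS2 with 1.73 and PYROXD1 with 1.70. With the median over a gene's probe sets in place of the brightest, DDX60 was at 1.49 and IFIT5 and PYROXD1 were at 1.44. These 12 genes were taken from 4050 named genes whose brightest probe set was at or above the 75th percentile of signal and whose other probe sets at or above the median signal lay on the same side of 1. Over all chicken probe sets, 5520 had a ratio above 1.5, and 2923 named genes had at least 1 of them. At or above the median signal there were 469 probe sets of 339 genes, and at or above the 75th percentile 61 probe sets of 46 genes.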

Compared to the control group, 120 genes (23 of which were unknown) from 133 probe sets were upregulated >1.5-fold in the paddy rice group. In addition, 159 genes (32 of which were unknown) from the 172 probe sets were downregulated <0.67-fold in the paddy rice group (Table 3). Among these genes, we focused on those involved in the immune system, intestinal barrier function, and other biological defenses, as well as in the utilization and absorption of nutrients (Table 4): *CUBN, CYP4B1 GAL10, CALB1, IGLL1, APOA4, SLC16A1*, and *SLC5A8*.

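The 12 lowest ratios by the same rule were those of SEBOX, GSK3A, CIDEC, S100B, EPHB3, APRT, PECAM1 and PRR15L, and of JCHAIN, CALB1, AvBD10 and APOA4, which stand in Table 4 under their own or older names. CIDEC, which encodes a lipid droplet protein, had a signal of 1212 on corn and 684 on paddy rice, a ratio of 0.564. Its only probe set is marked as shared between transcripts. The homeobox gene SEBOX had a ratio of 0.459. S100B, a calcium-binding protein of glia, was at 0.588, and the endothelial adhesion gene PECAM1 at 0.595 with its 3 probe sets between 0.595 and 0.774. EPHB3, an ephrin receptor of the crypts, was at 0.589. GSK3A was at 0.549, APRT at 0.590 and PRR15L at 0.597, and with the median over each gene's probe sets these were at 0.720, 0.941 and 0.722, and without shared probe sets PRR15L was at 0.857. Over all chicken probe sets, 5696 had a ratio below 0.67, and 2969 named genes had at least 1 of them. At or above the median signal there were 513 probe sets of 365 genes, and at or above the 75th percentile 48 probe sets of 33 genes. Among the 25% of probe sets with the lowest signals 71.5% were past a threshold in either direction, against 1.16% among the 25% with the highest.

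**Figure D1:**
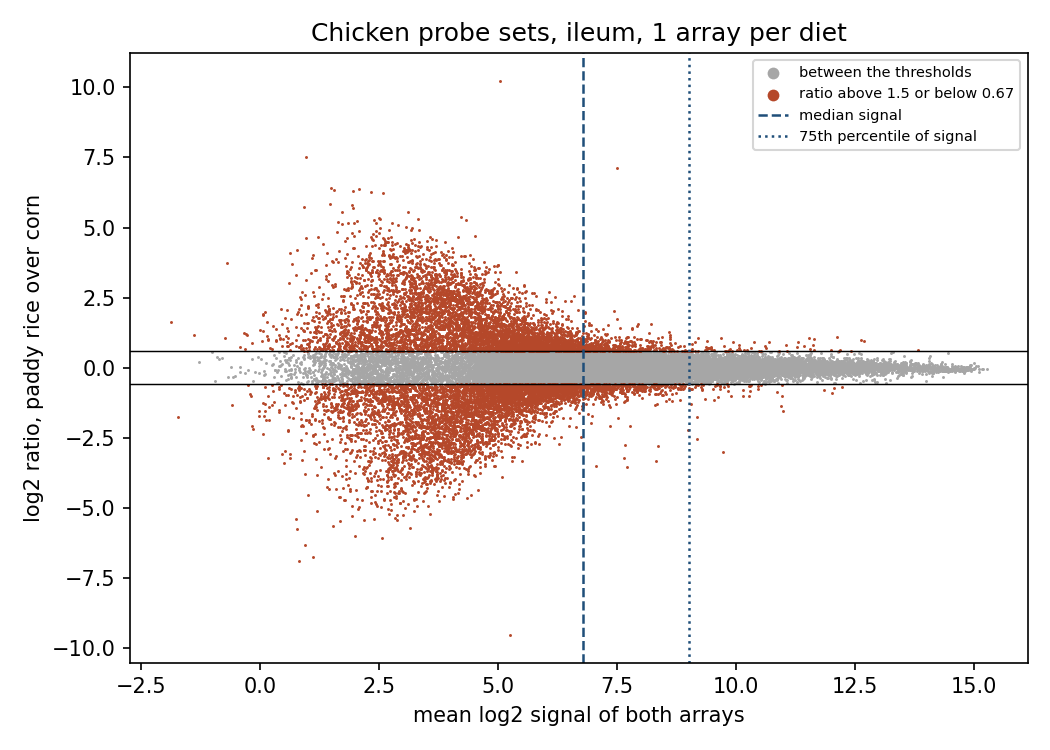
The log2 ratio of paddy rice over corn of each of the 37693 chicken probe sets (vertical axis) is plotted against the mean log2 signal of both arrays (horizontal axis), with horizontal lines at ratios of 1.5 and 0.67 and probe sets past them in red. Of the 11216 probe sets past a line, 91.2% lie left of the dashed line at the median signal.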

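Of the immune genes, the immunoglobulin chains had the lowest ratios. IGJ, the joining chain of polymeric immunoglobulins (current symbol JCHAIN), had a signal of 2404 on corn and 303 on paddy rice, a ratio of 0.126. The brightest probe set of IGLL1, an immunoglobulin light chain gene, went from 1103 to 235, a ratio of 0.213, and the 5 probe sets of IGLL1 at or above the median signal had ratios between 0.0999 and 0.236. The identifiers of these 5 mark probes shared between related transcripts, so they may read several light chain transcripts. The IGLL1 probe set not marked as shared had signals of 38.8 on corn and 20.35 on paddy rice, a ratio of 0.524. Both signals were under the level taken as background (44.1 and 45.1), so this ratio does not give the size of a fall. Among the 14 measured genes of the list of immunoglobulin and plasma cell genes, IGJ and IGLL1 were below 0.67, none was above 1.5 and 12 lay between. The median log2 ratio of that list was -0.044, at percentile 14.95 of 10000 random lists of as many genes matched on mean signal, a description of these arrays only, and with the median over a gene's probe sets it was 0.026 (percentile 71.7). Some of its members, such as XBP1, SPCS3 and PDIA4, also stand in the list of ER chaperones and secretory stress. The median therefore does not report on plasma cells alone. Markers of other immune cells were measured on the same arrays. Of 16 B cell genes, IKZF3 was below 0.67 with a ratio of 0.656 (0.948 with the median over its probe sets, and 0.684 with the 25th percentile of signals added to each signal), none was above 1.5, and the list had a median log2 ratio of -0.062 (percentile 20.9; 0.037 and 67.0 with only genes at or above the 75th percentile of signal). None of 19 T and NK cell genes and none of 23 genes of macrophages, dendritic cells and granulocytes was past a threshold, with median log2 ratios of -0.061 (percentile 11.1) and -0.015 (percentile 40.9). Over all 9 settings these medians ran from -0.062 to -0.041 for T and NK cells and from -0.015 to 0.026 for the other list. GAL10, a beta-defensin gene with the current symbol AvBD10, went from 841 to 342, a ratio of 0.406. Its only probe set is marked as shared. The cytochrome P450 gene CYP4B1, whose current symbol is CYP4B7, went from 140 to 365, a ratio of 2.61, on its only probe set, which is also marked as shared.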

**Table 3:** The number of probes and genes with higher (> 1.5) or lower (0.67 <) gene expressions of ileum in paddy rice group relative to corn group.

n	Number of probes	Number of genes
GeneChip® Chicken Genome Array	37,703	32,773
Paddy rice / Corn > 1.5	133	120
Paddy rice / Corn < 0.67	172	159

**Table 4:** Notable genes upregulated > 1.5-fold or down-regulated < 0.67 in paddy rice group relative to corn group.

Gene Symbol	Gene name	Fold change	Entrez Gene
Upregulated			
*CUBN*	cubilin (intrinsic factor-cobalamin receptor)	2.46	420523
*CYP4B1*	cytochrome P450, family 4, subfamily B, polypeptide 1	2.46	424618
Downregulated			
*IGJ*	immunoglobulin J polypeptide, linker protein for immunoglobulin alpha and mu polypeptides	0.13	374117
*IGLL1*	immunoglobulin lambda-like polypeptide 1	0.15	416928
*CALB1*	calbindin 1, 28kDa	0.35	396519
*GAL10*	Gal 10	0.35	414341
*APOA4*	apolipoprotein A-IV	0.46	395780
*SLC16A1*	solute carrier family 16, member 1 (monocarboxylic acid transporter 1)	0.62	419875
*SLC5A8*	solute carrier family 5 (iodide transporter), member 8	0.54	417932

Chickens were given corn- or paddy rice-based diets from 7 to 21 days of age. Tissues were collected at 21 days, and their ileal mRNA gene expressions were analyzed by DNA microarray.

Fold change was calculated by the gene expression level in paddy rice group relative to corn group.

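Of the genes of nutrient absorption in Table 4, CUBN was higher on paddy rice, and CALB1, APOA4 and SLC5A8 were lower. CUBN, which encodes the receptor for the vitamin B12 and intrinsic factor complex, had a signal of 139 on corn and 373 on paddy rice on its brightest probe set, a ratio of 2.69, and ratios between 0.815 and 1.61 on the 3 others, all below the median signal. CALB1, which encodes calbindin, went from 3478 to 1197, a ratio of 0.344, and from 412 to 244 on its second brightest probe set, a ratio of 0.592. With the median over a gene's probe sets, the ratio of CUBN was 1.60 and that of CALB1 was 0.592. Both probe sets of APOA4, marked as shared between transcripts, were below 0.67, with ratios of 0.494 and 0.386. SLC5A8, a sodium-coupled transporter of short-chain fatty acids, had a ratio of 0.633 on its brightest probe set, and its 4 probe sets at or above the median signal lay between 0.440 and 0.837. SLC16A1, a proton-coupled transporter of short-chain fatty acids, had a signal of 1053 on corn and 1144 on paddy rice on its brightest probe set, a ratio of 1.09. The other 3 probe sets of SLC16A1 had ratios of 0.898, 0.967 and 0.688, so that none of the 4 was past a threshold. At or above the 75th percentile of signal, CUBN, CYP4B1, IGLL1 and SLC5A8 had no probe set left to call. Their brightest probe sets lay at signal percentiles of 62.3, 62.3, 74.6 and 69.9, while that of SLC16A1 lay at 85.2. The paper states that it chose the genes of Table 4, out of those past its thresholds, for their roles in immunity, barrier function, defense and absorption.

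**Figure D2:**
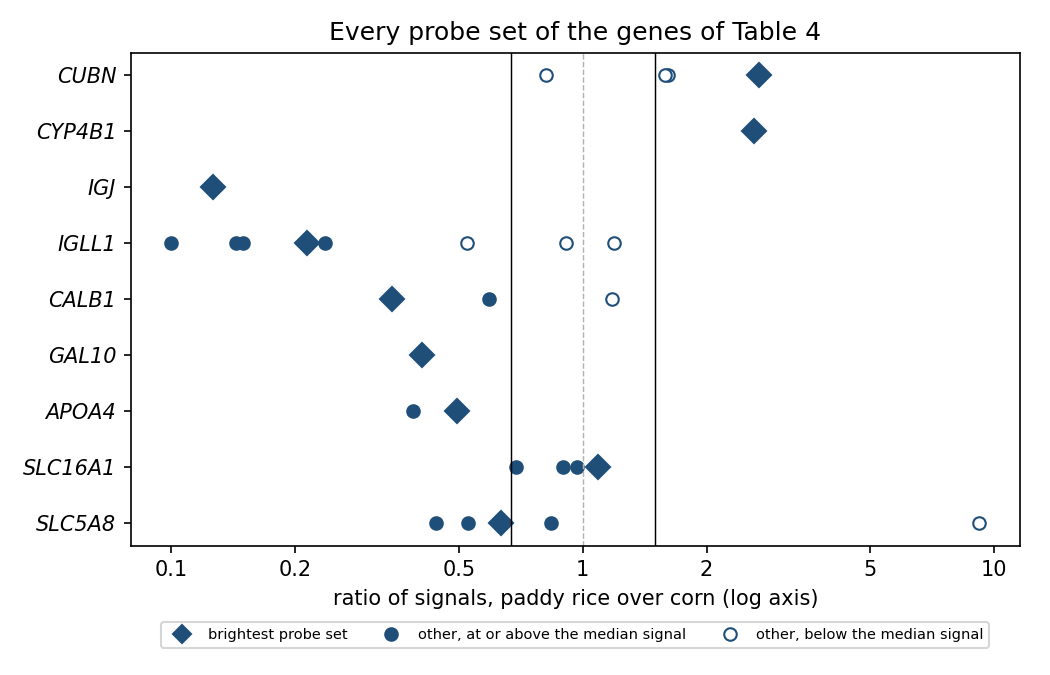
Each point is the ratio of signals, paddy rice over corn (log axis), of 1 probe set of a gene of Table 4, with lines at 0.67 and 1.5. The brightest probe set of each gene is a diamond, and open circles are probe sets below the median signal. The brightest probe sets of CUBN and CYP4B1 lie above 1.5, that of SLC16A1 between the lines, and those of the other genes below 0.67.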

The expression levels of all genes were measured in the jejunum and ileum using real-time PCR to confirm the differences in gene expression. In addition to these genes, the expression of *IGHA*, the gene encoding the alpha chain of IgA, was measured because the probe of *IGHA* was lacking in the array used. The differences in gene expression levels in the ileum were consistent with the results of the DNA microarray analysis (Fig. 1a). Ileal *CUBN* and *CYP4B1* (*P* < 0.01) as well as *APOA4, CALB1, and IGHA* were upregulated. *IGJ, IGLL1, SLC16A1*, and *SLC5A8* were downregulated in paddy rice compared to in the control group (*P* < 0.05). Jejunal *IGHA, IGJ*, and *IGLL1* gene expressions were also downregulated in the paddy rice group (Fig. 1b).

**Fig. 1:**
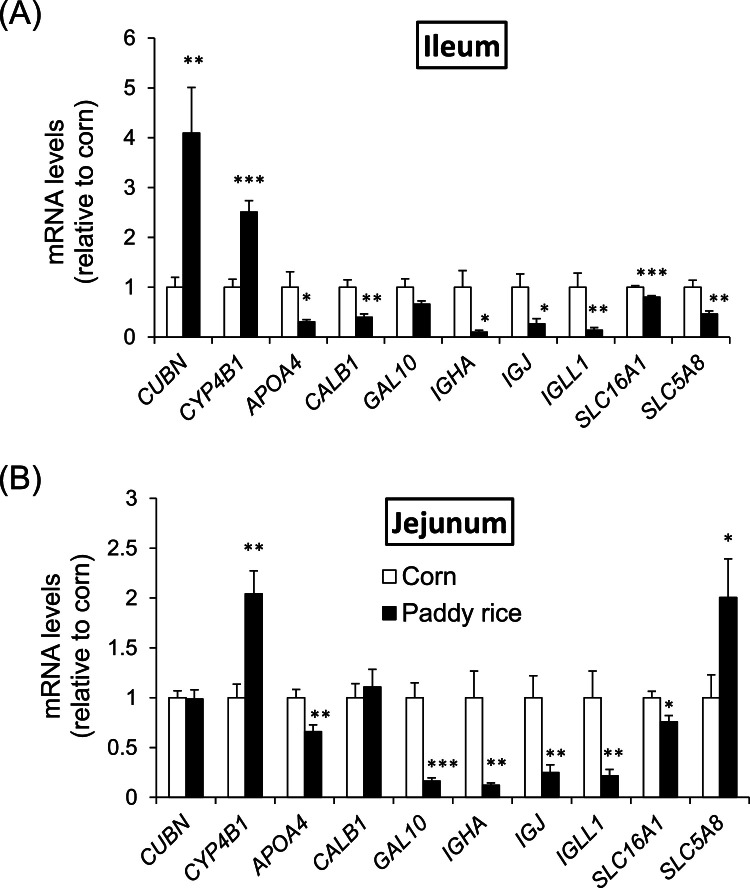
*CUBN, CYP4B1, APOA4, CALB1, GAL10, IGHA, IGJ, IGLL1, SLC16A1, and SLC5A8* mRNA levels in ileum (A) and jejunum (B) of chickens. Chickens were given corn or paddy rice-based diets from 7 to 21 days of age. Tissues were collected at 21 days of age, and mRNA expressions were assayed by real-time PCR. Vertical bars indicate means ± SEM, *n* = 9. *,**,***;Mean of paddy rice is significantly different from that of corn at *P* < 0.05(*), *P* < 0.01(**), and *P* < 0.001(***).

### Experiment 2: serum and bile IgG and IgA concentrations and antibody titers against IBDV

Total and IBDV-specific IgG and IgA concentrations in the serum and bile were measured after oral exposure to a live IBD vaccine solution to investigate the effects of paddy rice consumption on antibody production in chickens. Total bile IgG and IgA concentrations were significantly lower in the paddy rice group than in the control group (*P* < 0.05), whereas serum total IgG and IgA concentrations did not change significantly (Fig. 2a). Similarly, while there were no differences in either IBDV-specific IgG or IgA levels in the serum between the two groups, while both IBDV-specific IgA levels and IgG levels in bile were 30–40 % lower in the paddy rice group (*P* < 0.056 for IgA and *P* < 0.05 for IgG; Fig. 2b).

**Fig. 2:**
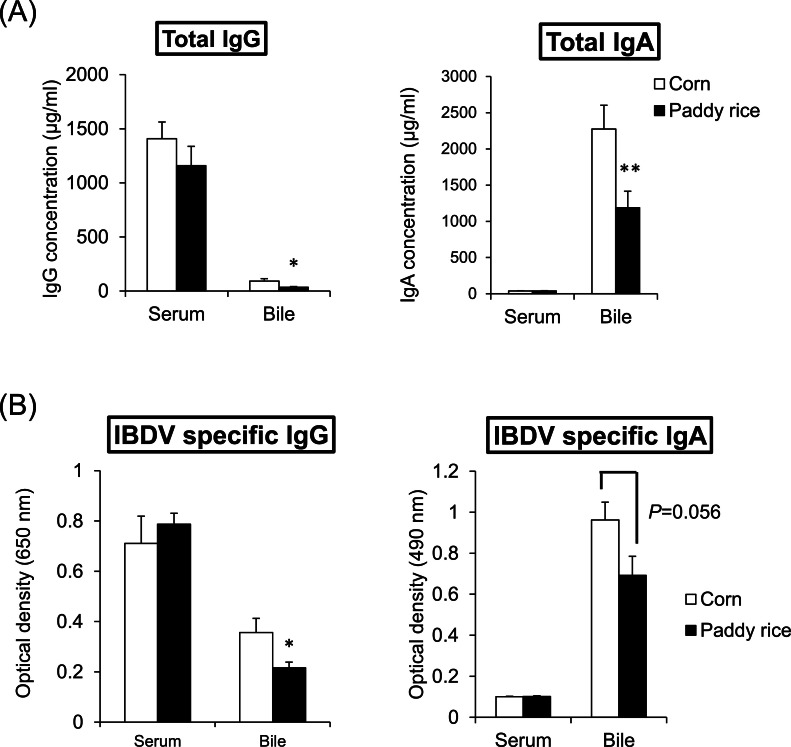
Antibody levels of chickens at 11 weeks (75 days) of age. Total IgG and IgA concentrations in serum and bile (A), and IBDV specific IgG and IgA levels in serum and bile (B). At 9 weeks of age, IBD vaccine was administrated to chickens by oral intubation and in drinking water. Vertical bars indicate means ± SEM, *n* = 7 (corn), 8 (paddy rice). Mean of paddy rice is significantly different from that of corn at *P* < 0.05(*) and *P* < 0.001(**).

### Experiment 3: SCFA concentrations in cecal contents

The production of SCFA in the cecal contents was determined to gain insight into how paddy rice ingestion reduces IgA production. Although there were no significant differences, the total SCFA, acetate, and propionate concentrations tended to decrease in the paddy rice group (*P* ≤ 0.06; Fig. 3). Only butyrate levels were significantly lower in the paddy rice group than in the control group (*P* < 0.05).

**Fig. 3:**
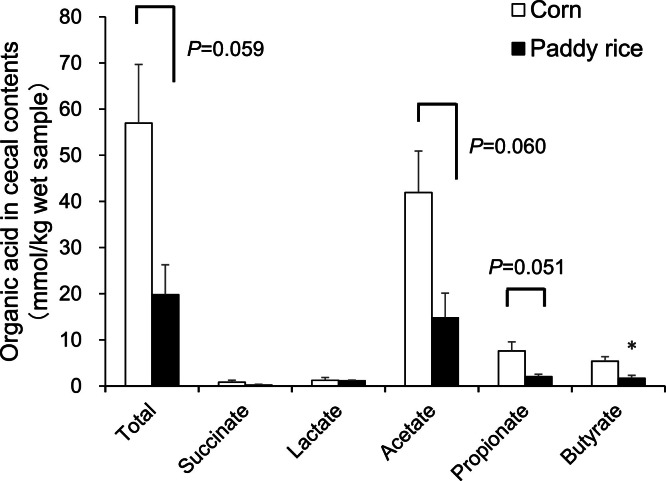
Short chain fatty acid concentrations in cecal contents. Chickens were given corn or paddy rice-based diets for 10 wks. Short chain fatty acid concentrations were measured by high performance liquid chromatography. Vertical bars indicate means ± SEM, *n* = 3. Mean of paddy rice is significantly different from that of corn at *P* < 0.05(*).

## Discussion

In the present study, paddy rice ingestion markedly decreased the intestinal gene expression of the immunoglobulin constituents *IGHA, IGJ*, and *IGLL1* compared to that of corn (Fig. 1). The bile total IgA and IgG concentrations and IBDV-specific IgA and IgG levels, which are indicators of gut immune responses in chickens (Murphy et al., 2022), were also lowered by paddy rice ingestion (Fig. 2), suggesting that paddy rice consumption weakened the gut immune response. However, neither blood IgA nor IgG concentrations differed between the corn and paddy rice groups. These results implied that the attenuated IgA and IgG production observed here is not systemic but rather a weakening of the antibody-producing response in the mucosal immune tissue of the intestinal tract.

Notably, paddy rice ingestion decreased the concentrations of SCFAs in the cecal contents compared with that under corn ingestion (Fig. 3). In support of this finding, the ileal gene expression of the SCFA transporters *SLC16A1* and *SLC5A8* was lowered by paddy rice consumption (Fig. 2). *SLC16A1* is a proton-conjugated transporter expressed on both the apical and basolateral sides of the intestinal epithelial cells, and its expression in the cecum and colon has been reported to increase with increasing fermentable fiber intake (Kirat et al., 2009). *SLC5A8* is a sodium ion-coupled transporter expressed on the apical side of the intestinal epithelial cells and has a higher affinity than *SLC16A1* (Gurav et al., 2015). Therefore, the low fermentability of paddy rice may have led to decreased expression of *SLC16A1* and *SLC5A8* in the intestine.

Recent studies have shown that SCFA delivery via a high-fiber diet promotes the host immunoglobulin response and plasma cell differentiation (Qu et al., 2023). The fermentability of fiber in the diet modulates immunoglobulin production, and its class switches to IgA in the gut (Nakajima et al., 2020). One possible mechanism is that SCFAs stimulate the energy production required for immunoglobulin production by B cells in gut-associated and secondary lymphoid tissues and promote differentiation into IgG- or IgA-producing plasma cells (Kim et al., 2016). In addition, acetic acid induces retinoic acid production in dendritic cells via the SCFA receptor GPR43 and promotes the IgA class switch in B cells (Wu et al., 2017). Moreover, Sanchez et al. (2020) confirmed that a modest concentration of SCFA promotes plasma cell differentiation via B cell-intrinsic epigenetic modulation. We speculated that the low fermentability of paddy rice leads to decreased IgA production in the intestinal tract. Paddy rice is rich in IDF compared to corn because of the presence of hulls. Acid detergent fiber, mainly cellulose and lignin, accounts for approximately 12.6 % of the dry weight in paddy rice and 2.9 % in corn (NARO, 2017). In addition, there is a difference in starch quality as a fermentation product between the paddy rice and corn. The starch can be classified as rapidly digestible, slowly digestible and resistant starch. Resistant starch has been defined as the fraction of starch which escapes digestion in the small intestine, and may be fermented as in the large intestine (Duan et al., 2024). Comparative study showed that resistant starch contents of the brown rice and corn were 1.5 % and 3.9 % dry matter basis, respectively (Deng et al., 2010). Paddy rice contains approximately 20-30 % of rice hull, so that the resistant starch content of paddy rice would be much less than that of the corn as well as brown rice. Therefore, the higher amount of nonfermentable fiber and the lower amount of resistant starch in paddy rice than in corn may have contributed to the lower fermentability of paddy rice, leading to poor antibody production.

Another explanation for the attenuated intestinal IgA and IgG production is that enhanced mucus secretion from paddy rice consumption protects the attachment or invasion of the IBDV vaccine strain in the gut. Our previous study suggested that feeding paddy rice increased the number of goblet cells and mucin secretion, resulting in protection against intestinal mucosal damage in DSS-induced colitis (Murai et al., 2018). The insoluble fibers that make up the hulls of paddy rice provide a physical stimulus to the intestinal tract and increase mucin secretion owing to their bulk-forming capacities (Tanabe et al., 2005). An increase in *MUC2* expression was observed following paddy rice ingestion in this study. This result raised the possibility that enhanced mucus secretion by paddy rice eliminated exposure to antigens/viruses, such that paddy rice ingestion might lower IBDV-specific IgA and IgG levels.

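On the arrays, the median ratio was below 1 for genes of antimicrobial defense and above 1 for genes of xenobiotic metabolism. Of 5 measured genes of antimicrobial peptides and lysozymes, 4 had ratios below 1, and GAL10 alone was below 0.67. TF (transferrin), listed with lactoferrin, is 1 of the 5. DEFB4A, a beta-defensin gene listed under its chicken name AvBD2, was above 1.5, with signals of 108 on corn and 169 on paddy rice and a ratio of 1.56 (1.43 with the 25th percentile of signals added to each). The median log2 ratio of this list was -0.25, at percentile 0.985 of its random lists, and without a filter on low signals it was -0.26 at percentile 3.195. The fold of GAL10 in the paper had been read before the lists were written. Without GAL10 the list falls under the minimum of 5 genes for a percentile, so its percentile is no evidence apart from that gene. Of 57 measured genes of xenobiotic metabolism and efflux, 34 had ratios above 1, CYP4B1 and ABCB1 were above 1.5, and CYP2W1, another cytochrome P450 gene, was below 0.67 with a ratio of 0.655 (0.696 with the same addition). The median log2 ratio of this list was 0.082, higher than in each of the 10000 random lists, and with the median over a gene's probe sets it was 0.035 at percentile 95.3.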

Based on microarray analysis, we also focused on genes involved in biological defense, nutrient utilization, and absorption in the gut. GAL10 is one of the antibacterial peptides, β-defensins. Antimicrobial peptides exert antimicrobial effects by altering the membrane permeability of the invading bacteria and damaging their metabolism. Previous studies have shown that mucins regulate the production of β-defensins and protect the commensal microbiota from the antimicrobial activity of β-defensins (Cobo et al., 2015). Hence, we hypothesized that the decrease in *GAL10* expression due to paddy rice consumption was due to increased mucin production. *CYP4B1* encodes a cytochrome P450 monooxygenase that catalyzes many endogenous reactions, including detoxification and activation (Ding et al., 2003). However, the function of *CYP4B1* in the small intestine of birds is unclear, and the cause of the increased expression of *CYP4B1* in the small intestine due to paddy rice consumption is unknown. 

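The genes of absorption past a threshold stood in lists whose other members lay between the thresholds. Of 38 measured genes of lipid absorption and apolipoproteins, APOA4, CIDEC and SCARB2 were below 0.67 and none was above 1.5, and SCARB2, a lysosomal membrane protein gene, had a ratio of 0.644 (0.693 with the 25th percentile of signals added to each). The median log2 ratio of that list was -0.029 (percentile 14.3 of the random lists; -0.044 and 10.6 with the median over a gene's probe sets). Of 18 genes of calcium, phosphate and vitamin D handling, CALB1 was below 0.67 and none was above 1.5, with a median log2 ratio of -0.058 (percentile 11.4; with the median over a gene's probe sets -0.11 and 2.09). Of 26 genes of vitamin B12, folate and other vitamins, CUBN was above 1.5, and AMN and MTRR were below 0.67. AMN, which encodes the partner of cubilin in its receptor complex, went from 351 to 196 on its brightest probe set, a ratio of 0.559, but had a ratio of 2.94 with the median over its probe sets. MTRR, a methionine synthase reductase gene, had a ratio of 0.597 (0.691 with that median). The vitamin list had a median log2 ratio of 0.0094 (percentile 60.2), and of -0.18 (percentile 0.245) without probe sets marked as shared between transcripts. Of 29 genes of short-chain fatty acid transport and ion exchange, SLC5A8 and the anion exchanger gene SLC26A6, with a ratio of 0.606, were below 0.67 and none was above 1.5. Their median log2 ratio was -0.078 (percentile 3.115), and the percentile was 1.65 after quantile normalization and 1.44 with the median over a gene's probe sets. Of 35 brush border genes, the sugar transporter gene SLC5A9 (ratio 1.99), ESPN (1.57) and the amino acid transporter gene SLC7A7 (1.53) were above 1.5 and none was below 0.67, while 20 had ratios below 1. SLC7A7 was at 0.809 with the median over its probe sets, and with the 25th percentile of signals added SLC7A7 was at 1.39 and ESPN at 1.46. The brush border list had a median log2 ratio of -0.046 (percentile 4.48), and the percentile was 0.41 with the filter at the 75th percentile of signal and 0.21 with the median over a gene's probe sets.

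**Figure D3:**
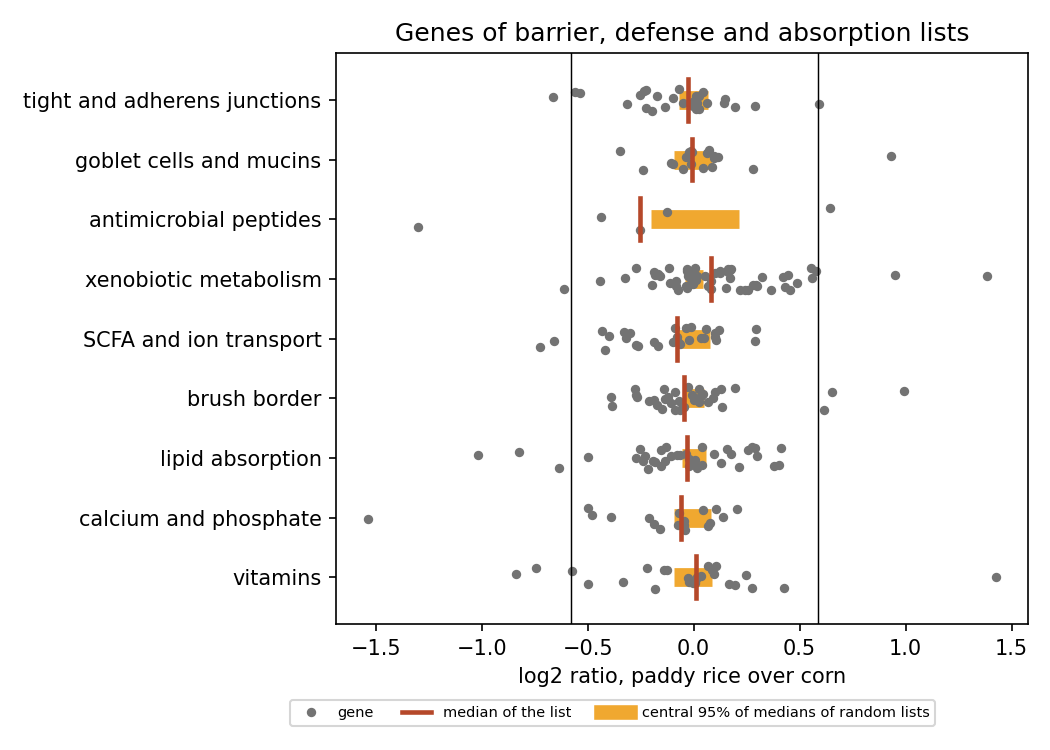
Each point is the log2 ratio, paddy rice over corn, of 1 gene at or above the median signal in 9 lists of barrier, defense and absorption genes, with black lines at ratios of 0.67 and 1.5. The red bar is the median of the list and the yellow band holds the central 95% of medians of 10000 random lists matched on signal. The median lies outside the band for the antimicrobial list and the xenobiotic list. The antimicrobial list has 5 genes only with GAL10, whose fold in the paper was known beforehand.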

The expression of *CUBN, APOA4*, and *CALB1*, which are involved in nutrient absorption, was altered by paddy rice consumption. *CUBN* encodes cubilin, a receptor for an endogenous factor and the vitamin B_12_ complex expressed in the ileum (Kozyraki, 2001). The intestinal microbiota influences the absorption of vitamin B_12_ in the intestinal tract (Wan et al., 2022). The consumption of paddy rice may have enhanced the expression of *CUBN* through modification of the microbiota. *APOA4* is an apolipoprotein that binds to lipids and transports them into the lymphatic fluid and blood circulation (Kohan et al., 2015). The crude fat contents of the feed sources used in this study were 3.22 % for corn and 1.46 % for paddy rice. Thus, it is likely that *APOA4* downregulation can be attributed to differences in the lipid content of the feed sources. In addition, studies using Caco2 cells have shown that butyrate enhances *APOA4* expression (Nazih et al., 2001). In the present study, paddy rice consumption decreased butyrate concentrations (Fig. 3), suggesting that a decrease in butyrate may attenuate *APOA4* expression. *CALB1* encodes calbindin, a high-affinity calcium-binding protein, whose expression in the intestine is modulated by vitamin D (Theofan et al., 1986; Bronner et al., 1986). As there was no difference in calcium content between the diets (corn diet: 1.09 %, paddy rice diet: 1.10 %), the cause of the altered *CALB1* gene expression is unknown. Overall, the present results and those of our previous study (Murai et al., 2018) confirmed that paddy rice consumption did not cause growth retardation, suggesting that the effects of paddy rice intake on nutrient absorption and availability were small.

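Among the barrier genes on the arrays, ESAM and REG4 were above 1.5 and DSG2 was below 0.67. Of 28 measured genes of tight and adherens junctions, ESAM, an adhesion molecule gene of endothelium, had a ratio of 1.51 (1.43 with the 25th percentile of signals added to each), and the desmosomal cadherin gene DSG2 had a ratio of 0.631, and the other 26 lay between the thresholds. Their median log2 ratio was -0.027 (percentile 23.6 of the random lists), and ran from -0.070 to -0.018 over all 9 settings. Of 19 genes of goblet cells and mucins, REG4 was above 1.5, none was below 0.67, and 10 had ratios below 1. The median log2 ratio of the goblet cell list was -0.0064 (percentile 51.9), and ran from -0.012 to 0.067 over the same settings. MUC2, the gene of the main secreted mucin, had a signal of 1133 on corn and 1192 on paddy rice on its brightest probe set, a ratio of 1.05, and ratios of 0.773 and 1.16 on the other probe sets.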

In conclusion, the present results showed that paddy rice ingestion as a substitute for corn can alter a group of genes associated with immunity and gut barrier function, as well as the utilization of nutrients in the intestinal tract. This may be due to the physical properties of insoluble fibers abundant in paddy rice. In addition, paddy rice consumption reduced the intestinal immune response of chicks during oral vaccine exposure. However, it is still unclear whether the reduced immune response in the intestinal tract represents a weakening of anti-pathogenicity or a phenomenon caused by increased anti-pathogenicity via enhanced mucous secretion. Partially replacing corn with paddy rice, rather than replacing the entire amount of corn, can eliminate the relative risk of a reduced immune response.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

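The data are 2 microarrays of chicken ileum, 1 for a pool of RNA of 3 birds fed a corn-based diet (control) and 1 for a pool of RNA of 3 birds fed a paddy rice-based diet in Experiment 1. The groups held 9 birds each according to the methods. The diets held 650 g/kg of either grain and were given for 14 d from 7 to 21 d of age. The birds pooled were chosen by the authors for an ileal MUC2 level near the average of their group.

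The authors hybridised the RNA to the GeneChip Chicken Genome Array and computed MAS5 signals in the Affymetrix operating software, and the submitters' processing notes also name MAS5. The deposited values are signal intensity per probe set on a linear scale, scaled by the authors so that the mean after trimming 2% at each end was 500.1 on both arrays. The table lists every probe set and carries no detection calls. Of the probe sets, 37693 were chicken, 96 were controls, 57 were reporter genes and 689 were others that the array's naming does not mark as chicken. The 95th percentile of these 689 was 44.1 on corn and 45.1 on paddy rice and was taken as the level of background, a choice made after the values were seen.

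Probe sets were named from the platform's annotation, which can be old. Of the chicken probe sets, 27166 had 1 gene, 177 had several genes and were not named, and 10350 had none. Symbols were updated through the Entrez identifier with the RefSeq gene table of assembly GRCg7b, which held 26851 of the probe sets. No coordinates were used. The list members were found by current symbol, platform symbol or synonym. Of 834 members measured, counted once per list, 37 carry another name than the one listed, and a few of these are close relatives of the gene listed.

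The ratio was the signal on paddy rice divided by that on corn, and probe sets above 1.5 or below 0.67 were counted without a filter on low signals, as the methods state none. A gene was counted when at least 1 of its probe sets was past the threshold. For values per gene, the probe set with the highest mean log2 signal over both arrays was used. For 30 gene lists fixed before the data were examined, the genes at or above the median signal of chicken probe sets (111) were kept, and the median log2 ratio was set against 10000 random lists of as many genes drawn from the same of 20 bins of mean signal. A list was said to stand apart when its median lay outside the central 95% of the random lists, and lists with fewer than 5 kept genes got counts only. There is 1 array per diet, so no test between diets was made, and percentiles describe these arrays. The lists and rules were written after the fold changes printed in the paper had been read.

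The genes named are those the paper names, the 12 highest and 12 lowest ratios among named genes with a brightest probe set at or above the 75th percentile of signal (522) and other probe sets at or above the median signal on the same side of 1, and up to 4 members of each list past 1.5 or 0.67 with the largest log2 ratios. IGHA has no probe set in the annotation used here.

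The alternatives were a low-signal filter at the median or the 75th percentile (for the lists, none or the 75th percentile), median centring, quantile normalization, loess centring with a fraction of 0.3, an offset of 34.5 (the 25th percentile of signals) added to every signal, leaving out probe sets marked as shared between transcripts, the median over a gene's probe sets, thresholds of 2 and 0.5, and every probe set with controls included. Filters at the 60th and 70th percentile, and for single genes the omission of shared probe sets, were added after seeing the data.

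The calls and the random lists were tested on simulated data made from the real signals, with noise that depended on signal. Of 50 genes given each fold, 100.0% were called at 4-fold, 2-fold and 0.25-fold and 98.0% at 0.5-fold, and 0.215% of 5584 unchanged genes were called, all at or above the 75th percentile of signal. Of 200 lists without a shift 11 stood apart, and all 100 lists shifted by 0.3 on the log2 scale did. The noise was normal and scaled to the median absolute deviation of the observed ratios, which leaves out their extremes. The 0.215% is therefore not a rate of false calls on the real arrays, and calls at lower signals were not simulated. These lists were drawn at random and the noise was independent between probe sets, with no difference between birds. The simulation therefore does not show how often lists of genes that vary together would stand apart. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.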

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

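The tests of scaling and of immune cells in this part were chosen after the results were seen. Of 29 lists with enough genes, 5 stood apart from their random lists, where 1.45 would for genes drawn at random. The antimicrobial list, among these 5, had enough genes only with GAL10, whose fold in the paper had been read beforehand. Genes of a list can vary together between any pair of pools, so 1.45 is not the number to expect without an effect of diet. The 3 lists below concern genes that the paper does not discuss, and the corn array serves as the control.

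Genes of the interferon response were higher on paddy rice as a group, with a median log2 ratio of 0.34 over 36 measured genes. Of these, 33 had ratios above 1, 7 were above 1.5 and none was below 0.67, with ratios of 2.13 for SAMD9L, 2.07 for DDX60 (1.49 with the median over its probe sets), 1.89 for RSAD2 and 1.68 for IFIT5 (1.44 with that median). The median of the list was higher than in each of the 10000 random lists in all 9 settings.

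A bias of scaling or signal, which would move other genes of like signal too, is argued against, since the median log2 ratio of all genes in each of 20 bins of mean signal lay within 0.032 of 0, and the lower 95% bootstrap bound over genes of the interferon list's median was 0.24. More T, NK or myeloid cells in the paddy rice pool are argued against as well, since the upper 95% bootstrap bounds over genes of the medians of those lists reached at most 0.070. The B cell list, not part of that test, had an upper bound of 0.12. All these bounds give the spread among the genes of a list on a single pair of arrays, not among birds. An effect of the diet stays open and was not tested, as does a response to infection in some of the 3 birds of the pool, which 1 array per diet cannot separate.

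Genes of cholesterol synthesis were higher on paddy rice, with a median log2 ratio of 0.32 over 20 measured genes, above each of the random lists, and of 0.20 (percentile 99.99) without a filter on low signals and 0.18 (percentile 99.8) without probe sets marked as shared between transcripts. INSIG1 had a ratio of 1.77, SQLE of 1.68, NSDHL of 1.62 and DHCR7 of 1.52 (0.968 with the median over its probe sets), none was below 0.67, and 5 of the 20 had ratios below 1.

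Genes of fibroblasts and extracellular matrix had a median log2 ratio of 0.077 over 44 measured genes (percentile 99.9), with FBN1 at a ratio of 1.65 (1.22 with the median over its probe sets) and THY1 at 0.496.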

How the results depend on the processing

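The filters at the 60th and 70th percentile of signal, and for single genes the omission of shared probe sets, were chosen after seeing the data. No paired analysis was possible because there is 1 array per diet.

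The counts depended on how low signals were treated. The 5520 probe sets above 1.5 became 469 with the filter at the median, 208 at the 60th, 87 at the 70th and 61 at the 75th percentile, 2228 with the offset and 3416 at a threshold of 2. The 5696 below 0.67 became 513, 221, 81, 48, 2429 and, at a threshold of 0.5, 3449. The 2923 genes above 1.5 became 339, 147, 64, 46, 1292 and 1837, and 1262 with the median over a gene's probe sets. The 2969 genes below 0.67 became 365, 161, 58, 33, 1413 and 1828, and 1250 with that median. The filters, offset and thresholds admit fewer probe sets by construction. The scalings, the omission of shared probe sets and the inclusion of controls left the counts within 1.5 times. Signals near the background of 44.1 on corn and 45.1 on paddy rice limit the ratios below the median signal.

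All 60 alternative values of the Table 4 genes, none of them with a filter above the median signal, kept their side of the thresholds. Without shared probe sets IGLL1 was at 0.524, and 3 genes had no value (CYP4B1, GAL10 and APOA4). That value of IGLL1 came from a probe set under background on both arrays (38.8 on corn and 20.35 on paddy rice), so it carries no weight. With the filter at the 75th percentile 5 of the 9 genes had no probe set past the threshold (CUBN, CYP4B1, IGLL1, SLC16A1 and SLC5A8), at the 70th 4 (the same without IGLL1), and at lower filters or none 1 (SLC16A1). Of the genes without one at the 70th or 75th percentile, only SLC16A1 had a probe set that passed that filter. The others had none left to call. Of 230 alternative values of list medians, 214 stayed on their side of the central 95% of the random lists, and the interferon, cholesterol and matrix lists did in every setting. With the median over a gene's probe sets the xenobiotic list no longer stood apart (0.035), while the lists of brush border (-0.089), short-chain fatty acid transport (-0.10), calcium (-0.11), stem cells (-0.17), enteric neurons (-0.22) and ER chaperones (0.044) did. Without a filter the antimicrobial list (-0.26) did not, and it had too few genes for a value with the filter at the 75th percentile and without shared probe sets. With the filter at the 75th percentile brush border (-0.071), enteric neurons (-0.18) and blood and endothelium (-0.12) stood apart. Without shared probe sets the lists of vitamins (-0.18), enteric neurons (-0.16) and heat shock genes (0.10) did, as did short-chain fatty acid transport after quantile normalization (-0.080) and enteric neurons after loess centring (-0.12). The cause was not tested.

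Of 321 alternative ratios of the other named genes, 282 kept their side of the thresholds, 34 lost it and 5 reversed, 4 of them with the median over a gene's probe sets, SLC7A7 (0.809), DHCR7 (0.968), LGR6 (0.323) and AMN (2.94), and LGR6 without shared probe sets (0.219). Without shared probe sets 3 of these genes had no value (CIDEC, THRSP and THY1). The cause was not tested.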

Differences from the paper's values

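The paper's count of probe sets above 1.5-fold is 133 and the value here is 5520, and its count below 0.67-fold is 172 against 5696 here. Its counts of genes are 120 and 159, some of them unknown genes, against 2923 and 2969 named genes here, so these counts cover unlike sets. The thresholds are those the paper states, its Table 3 gives the counts as paddy rice over corn, and its methods state no filter on low signals. None of the alternatives set before the data were examined came within 1.5 times of any of these 4 counts: the filters at the median and 75th percentile, median centring, quantile normalization, loess centring, the offset, the omission of shared probe sets, the higher threshold, the median over a gene's probe sets and the inclusion of controls. A filter at the 60th percentile, chosen after seeing the values, gave 221 probe sets below 0.67, within 1.5 times of the paper's count. It gave 208 probe sets above 1.5, which is not. Its 147 and 161 named genes were within 1.5 times of the paper's printed gene counts, which also hold unknown genes. A comparison with the paper's named genes alone was not made. Of the 9 genes of Table 4 this filter drops 1, SLC16A1, which has no probe set below 0.67 without a filter either.

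The paper gives 32773 genes on the array, and 13050 genes are annotated here to probe sets with 1 gene; no alternative was set for this number.

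The paper's fold change of SLC16A1 is 0.62 and the ratio here is 1.09. Under the alternatives it was 1.09 with the filter at the median, median centring, quantile normalization and loess centring, 1.08 with the offset and 0.932 with the median over its probe sets, all more than 1.5 times the paper's value. Its lowest probe set, singled out after seeing the values, had 0.688, within 1.5 times of the paper's value but not below 0.67. The note to Table 4 gives its fold change as the gene expression level on paddy rice relative to corn, the direction used here. Of its 9 folds, 8 equal a power of 2 with an exponent in steps of 0.1, rounded as the paper prints them, where 3.62 of 9 would by chance, a pattern noticed in these values; a fold in such steps was not computed here. The other 8 genes of Table 4 lay on the side of the thresholds that the paper gives, though not at the same values. CYP4B1 and GAL10, each with 1 annotated probe set, had ratios of 2.61 and 0.406 here, against 2.46 and 0.35 in the paper. A choice among annotated probe sets cannot account for these 2 differences, and their cause was not tested. The paper also reports SLC16A1 lower in the ileum on paddy rice by real-time PCR, another assay, in 9 birds per group.

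The paper's text lists APOA4, CALB1 and IGHA among the genes that were higher in the ileum by real-time PCR. Its Table 4 shows APOA4 and CALB1 lower, the bars of Fig. 1A show all of these genes lower, and its abstract gives IGHA as decreased. IGHA has no probe set here. The array ratios here were 0.494 for APOA4 and 0.344 for CALB1. By real-time PCR the paper reports more MUC2 in the ileum on paddy rice. The 3 probe sets of MUC2 on the arrays, another assay, had ratios of 1.05, 0.773 and 1.16, on both sides of 1. The pooled birds were chosen for a MUC2 level by that PCR near the average of their group. Pooling alone therefore leaves the difference unexplained, and its cause was not tested.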

Other observations

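The test of less lymphoid tissue as the whole cause of the immunoglobulin fall and the form without a signal filter of the test of low signals were chosen after the results were seen, as were the values of single genes without shared probe sets, the rule for probe sets under background on 1 array and the choice of the probe sets not marked as chicken.

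Genes of ileal bile acid handling included FGF19, the hormone that reports bile acids to the liver, with a ratio of 1.55, and NR0B2, a nuclear receptor of the same response, with 1.51. With the offset both were below 1.5, at 1.499 and 1.49. The list of 13 genes had a median log2 ratio of 0.086 (percentile 96.3) and no member below 0.67. Among 36 genes of stem cells and Wnt and Notch targets, SOX9 had a ratio of 0.583, EPHB3 of 0.589 and JAG1 of 0.647 (0.940 with the median over its probe sets, 0.696 with the offset), and LGR6 was above 1.5 on its brightest probe set at 3.89 (0.323 with that median, 0.219 without probe sets marked as shared between transcripts), with a list median of -0.060 (percentile 9.49). None of 64 cell cycle genes was past a threshold (median -0.016, percentile 39.4). Of 23 enteroendocrine genes none was past a threshold (median -0.062, percentile 11.2). Of 21 genes of enteric neurons and glia, S100B and SNAP25 (ratio 0.613, and 0.764 with the median over its probe sets) were below 0.67 and GFRA1 was above 1.5 (1.56), with a median of -0.12 (percentile 3.825). Of 25 genes of blood and endothelium, PECAM1, TIE1 (0.651) and SOX17 (0.652) were below 0.67 and ESAM was above 1.5; with the median over probe sets TIE1 was at 0.705 and SOX17 at 0.977, and with the offset at 0.696 and 0.680. The list had a median of -0.10 (percentile 3.0). Of 35 smooth muscle genes CHRM2 was below 0.67 (0.663; 0.672 after quantile normalization, 0.671 after loess centring and 0.704 with the offset), with a median of 0.0053 (percentile 66.2).

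Of 18 genes of fatty acid synthesis, THRSP was above 1.5 (1.56; 1.42 with the offset) and ACSS2 below 0.67 (0.634; 0.863 with the median over its probe sets, 0.820 without shared ones), with a median of -0.0093 (percentile 39.3), and of 31 genes of fatty acid oxidation and ketone bodies none was past a threshold (0.031, percentile 79.1). Of 34 heat shock and immediate early genes, HSPB9 and ATF3 (1.62) were above 1.5 (0.034, percentile 84.5). Of 57 genes of ER chaperones and secretory stress, ATF3 was above 1.5 and CHAC1 below 0.67 (0.522), with a median of -0.0053 (percentile 38.2). Of 20 clock genes PER3 was below 0.67 (0.613; 0.861 with the median over its probe sets, 0.711 without shared ones), with a median of -0.0055 (percentile 42.1). Of 29 genes of iron, zinc and copper, MT3 was below 0.67 (0.655), with a median of -0.030 (percentile 17.1). Of pancreatic enzymes 1 gene was measured, AMY1A, with a ratio of 0.803. Over all 9 settings the sign of the median turned for the lists of fatty acid synthesis (-0.062 to 0.015), fatty acid oxidation (-0.022 to 0.040), enteroendocrine cells (-0.062 to 0.0091), smooth muscle (-0.011 to 0.016), ER chaperones (-0.015 to 0.044), clock genes (-0.055 to 0.0069) and iron, zinc and copper (-0.044 to 0.022). It kept its sign but moved by over 1.5 times for bile acids (0.047 to 0.11), the cell cycle (-0.055 to -0.0074), stem cells (-0.17 to -0.048), enteric neurons (-0.22 to -0.075), blood and endothelium (-0.12 to -0.048) and heat shock genes (0.021 to 0.10).

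The low ratios of the immunoglobulin chains were weighed against a pair of technical explanations. Low signals are argued against, since over all 17 matched genes of the list, taken without a filter on signal, the 2 below 0.67 were IGJ and IGLL1, at a median signal percentile of 78.3 (82.0 and 74.6), and none below 0.67 was under the median signal. Less lymphoid tissue as the whole cause is argued against too: the lower 95% bootstrap bounds over genes of the median log2 ratios of the T and NK cell list and of the B cell list were no lower than -0.23, where IGJ had -2.99 and IGLL1 -2.23. Such bounds give the spread among genes on a single pair of arrays, not among birds. A smaller loss of lymphoid tissue of every kind stays open: the T and NK cell list had 15 of 19 ratios below 1 and a 95% bootstrap interval of its median from -0.16 to -0.012, but lay at percentile 11.1 of its random lists, between the bounds set for either reading, and the interval of the B cell list ran from -0.23 to 0.12. Fewer plasma cells, or less immunoglobulin transcript in them, as an effect of the diet stay open and were not tested on the arrays. The paper reports IGJ and IGLL1 lower on paddy rice by real-time PCR in ileum and jejunum, in 9 birds per group. By the same assay it reports IGHA, which has no probe set here, lower in the jejunum. In its vaccination experiment it also reports less total IgA in bile.

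The number of probe sets past 1.5 or 0.67 goes with noise of low signals: 91.2% of these 11216 probe sets had a mean signal below the median, where more than 75% was set before the data were examined as the bound for that explanation. The SD of log2 ratios was 1.86 among the 25% of probe sets with the lowest signals and 0.20 among the 25% with the highest. No biological explanation was tested for this number.

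Of the chicken probe sets, 3 were under background on 1 array and at or above the 75th percentile of signal on the other, in 2 genes. On ASPH (aspartate beta-hydroxylase), signals were 15.4 on corn and 2133 on paddy rice on a first probe set and 0.946 and 1141 on a further one, at least 48.4-fold and 25.9-fold higher against background, while the brightest probe set of ASPH had a ratio of 0.853. On BG8, a gene of the polymorphic BG family of the major histocompatibility complex, 1 probe set had 1032 on corn and 1.40 on paddy rice, at least 22.9-fold lower, and its brightest probe set had a ratio of 1.19. The paper does not report these probe sets.

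Of the 689 probe sets not marked as chicken, the brightest, AY013303.CDS1.S1_s_at, had a signal of 10883 on corn and 8676 on paddy rice, and AY013303.CDS2.S1_s_at had 516 and 442. The annotation used here does not name them.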
